A study of Homo sapiens with 8 samples. Its data were reported in "KLF5 enables dichotomous lineage programs in pancreatic cancer via the AAA+ ATPase coactivators RUVBL1 and RUVBL2" (2025).

How the data were processed

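The data were read counts of CRISPR guides in AsPC-1 cells, a human line derived from pancreatic ductal adenocarcinoma, that expressed Cas9. Pools of cells carrying a guide library were fixed in methanol 8 days after infection, stained with an antibody to Serpin B5 and separated by flow cytometry into a low, a bulk (middle) and a high bin. Guides were amplified from genomic DNA of each bin in a 1-step PCR and sequenced. The sources used here state no molecular identifiers, so reads are PCR copies and not independent molecules, and counting errors understate the true error. The authors deposited raw counts per guide, with no normalization, in a table for the genome-wide Brunello library and 2 tables for a library focused on the DNA-binding domains of transcription factors (TFs). The methods of the study name MAGeCK with maximum likelihood estimation for the screens. The submitters' processing notes name MAGeCK and the build hg38 without saying which step used them. MAGeCK was not used here.

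The 8 libraries fell into 8 groups of 1 library, by their titles. The genome-wide screen had a low, a bulk and a high library with 102155005, 96310376 and 90421905 counts over 77441 guides, of which 1000 were non-targeting controls. The TF-focused screen had 21222650, 38031483 and 9122855 counts in the same order over 8739 guides, of which 50 were controls. A second TF-focused table held a low and a bulk library with 10026967 and 30756868 counts. The mean count per guide ranged from 1168 to 1319 in the genome-wide libraries and from 1044 to 4352 in the TF-focused ones. Whether depth was the main limit cannot be read from these means, since reads are PCR copies. Labels conflicted in 2 places. The sample titled as the TF-focused high bin has a description that says bulk, and it was taken as high because its title and its column in the table both say so. The second TF-focused pair carries a genome-wide genotype label, but its table holds the TF-focused guides. This pair has nearly the same library names as the first low and bulk libraries and is not called a replicate in the labels, so it was kept apart.

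From the deposited counts, each library was scaled by a median-ratio size factor over all guides. Guides with a mean normalized count under 30 over the libraries of their table were left out, which kept 76980 genome-wide and 8723 TF-focused guides. The guide ratio was log2 of (count in the first bin + 5) over (count in the second bin + 5), centred on the median of gene-targeting guides. The gene score was the mean of its guides' ratios, for genes with at least 2 guides left. Each score was compared with 1000000 random sets of as many guides from genes in the same of 5 abundance classes. This two-sided permutation p was adjusted by the Benjamini-Hochberg method over all genes of a comparison, and a gene was called when the adjusted p was under 0.05. The smallest p that these permutations can give is 2e-06. The p compares 2 libraries through independent guides. It says nothing about a repeat of the sort, since no bin had a replicate library. TF-focused gene names were read from the guide names, because the deposited gene column cuts names at a hyphen, which concerned 79 guides. The tables hold no guide sequences, so guides were not placed on the genome, and positions are those of genes in GENCODE release 44 on hg38.

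Before the data were examined, 6 comparisons, the alternatives of the sensitivity section, the rule for naming genes and 42 gene lists were fixed. The lists for the TIP60, SRCAP, INO80 and R2TP complexes left out RUVBL1 and RUVBL2. The lists were written after reading the study and the top of its supplementary screen table, so some hold genes chosen with knowledge of its hits and are not independent evidence of their direction. For each list the median gene score was placed as a percentile among 10000 random lists of the same size and abundance, as a description of these libraries. Members called are given over all genes tested and adjusted over the list alone. The named genes are SERPINB5, KLF5, RUVBL1, RUVBL2 and EP300 throughout, the 12 called genes of highest and the 12 of lowest genome-wide low versus high score whose guides all share a sign, up to 5 of each in the TF-focused screen, up to 4 members of each list, and genes called alike in both libraries. Genes named beyond this rule are said to be so. After the data had been seen, the TF-focused high versus bulk comparison, 6 gene lists, a null without called genes and the deposited gene column were added. Correlations across genes used 100000 permutations of gene labels, with a smallest possible p of 1e-05. For shared bulk libraries, 20 simulations without effects gave the values due to chance.

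The scoring was tested on simulated data drawn from the real counts. Of genes given a log2 change of 1, all 67 were recovered in the genome-wide low versus high comparison, with 0 false calls among 18913 unchanged genes, and so were 66 of 66 given 2 and 5 of 67 given 0.5. In the TF-focused comparison 2 of 67 genes were recovered at a log2 change of 0.5, 22 of 67 at 1 and 65 of 65 at 2, with 2 false calls among 1240. The libraries of the TF-focused screen were therefore read as able to show large changes only. In the real genome-wide comparison RUVBL2 (1.08), UXT (1.19), TAF1 (1.23) and NF2 (1.33) were not called. The full recovery of simulated changes of 1 therefore does not hold for all real genes. Genes that share near-identical copies are uncertain, among them RPL17 and the read-through gene RPL17-C18orf32, and POLR2J and POLR2J3, because guides against one could cut the other. The list members MED20, CDK8, RYBP, KAT6A, RNF43, TAB2, OR14A2 and PIAS1 were not analysed here. The values of some single list members are not reported here. Alternatives changed the size factors, pseudocount, count filter, gene score, null, test, guides and contrast 1 at a time. A pair of them fitted edgeR and DESeq2 per guide to the paired TF-focused deposits as if they were replicates. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.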

Results

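The series measured which CRISPR guides were richer or poorer in AsPC-1 cells with little or much Serpin B5, the serpin family protein encoded by SERPINB5. The study used this protein as a readout of KLF5, a zinc finger transcription factor of epithelial cells, and asked which genes the readout needed. The genome-wide libraries held 102155005 counts in the low bin, 96310376 in the bulk bin and 90421905 in the high bin. The TF-focused libraries held 21222650, 38031483 and 9122855 counts in that order, and a second pair held 10026967 in the low and 30756868 in the bulk bin. Each bin of each screen was 1 library, so no value has a replicate library. Errors are standard deviations (SD) over the guides of a gene. A positive score means that the guides of a gene were richer in the first bin named. The study's beta score runs the opposite way, with negative values for genes enriched in the low bin.

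SERPINB5 itself had the highest score of 19113 genes in the genome-wide low versus high comparison, which asked whose loss separates the Serpin B5 tails. Its score was 7.08 ± 1.29 on the log2 scale (SD, 4 guides), with a mean normalized count of 6558 in the low and 43.3 in the high bin. The gene lies on chromosome 18 from 63476958 to 63505085. KLF5, on chromosome 13 from 73054976 to 73077541, came second with 4.70 ± 1.19 (4 guides) and mean normalized counts of 2943 and 154. Of all genes, 321 were called, 140 richer in the low bin and 181 richer in the high bin, and in 308 of the 321 all guides had the same sign. Which bin held more calls depended on the scoring. The low bin did with medians over guides (356 against 327) and pooled counts (159 against 141). It also did with robust rank aggregation (444 against 348) and without the strongest guide (397 against 318). The same held for low versus the sum of bulk and high (166 against 149). The other alternatives kept more calls in the high bin.

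TADA1 (3.18 ± 1.00) and TADA2B (3.08 ± 0.75), subunits of the SAGA coactivator, followed KLF5. MED12, of the Mediator kinase module, scored 2.86 ± 0.88 over 3 guides, and the polymerase subunits POLR2F and POLR2C 2.60 ± 1.49 and 2.30 ± 1.86. The highest scores also held the epithelial keratin KRT8 (2.58 ± 1.03), the SAGA subunit TAF6L (2.53 ± 0.42), the ribosomal protein RPL11 (2.41 ± 1.27), the kinase PDPK1 (2.27 ± 1.21) and the NuRD helicase CHD4 (2.27 ± 0.11). In each of these genes every guide was richer in the low bin. The permutation p was the smallest possible, 2e-06 (adjusted p 0.000627), for all of them except TAF6L, whose adjusted permutation p was 0.00168.

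At the other end, guides of KLF3, a KLF family member known as a transcriptional repressor, were richest in the high bin, with a score of -2.76 ± 0.79 over 3 guides. STRAP, a WD repeat RNA-binding protein, scored -2.34 ± 0.17, the zinc finger protein ZNF217 -2.28 ± 0.40, SBNO1 -2.27 ± 0.67 and the membrane-bound transcription factor MYRF -2.14 ± 0.54. The corepressor scaffold SIN3A (-2.02 ± 0.62) and its partner OGT, the O-GlcNAc transferase (-1.95 ± 0.25), stood beside the histone methyltransferase core subunits ASH2L (-1.87 ± 0.65) and RBBP5 (-1.65 ± 0.46). The homeobox repressor TGIF1 scored -1.85 ± 0.26, the Integrator subunit INTS1 -1.84 ± 0.33 and KEAP1, the adaptor that targets NRF2 for degradation, -1.63 ± 0.26. All of these had the smallest possible permutation p of 2e-06 (adjusted p 0.000627). The number of genes called over the whole comparison was between 683 and 3264 with medians over guides, without the strongest guide, with robust rank aggregation or against a null of control guides.

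**Figure D1:**
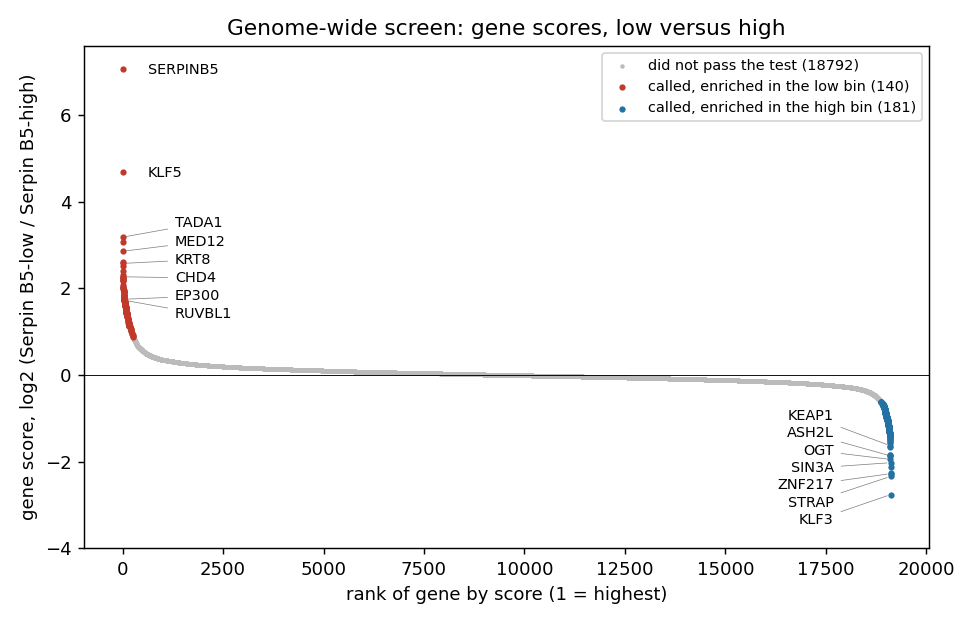
Gene scores of the genome-wide screen, log2 of Serpin B5-low over Serpin B5-high, against the rank of each gene from the highest. Each point is a gene, the 140 called genes enriched in the low bin and the 181 enriched in the high bin are coloured, and SERPINB5 (7.08) and KLF5 (4.70) stand apart from the rest.

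RUVBL1 and RUVBL2, paired AAA+ ATPases of several chromatin and chaperone complexes, were the coactivators the study followed. RUVBL1 (chromosome 3, 128064778 to 128153914) scored 1.73 ± 0.59 over 4 guides with an adjusted permutation p of 0.00689 and rank 44 of 19113. RUVBL2 (chromosome 19, 48993562 to 49015970) scored 1.08 ± 0.46 over 4 guides, all positive, but its adjusted permutation p was 0.153 and it was not called. RUVBL2 was called in 5 of 14 alternatives and RUVBL1 in 14 of 14. EP300, the p300 acetyltransferase, scored 1.75 ± 0.63 (adjusted permutation p 0.00147), while its relative CREBBP scored -0.64 ± 0.57 and was not called. The pair of them had a median of 0.56 at percentile 99.1 of random lists, with 1 member called over all genes tested and, adjusted over the list alone, 1 in each direction.

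Remodelling complexes that contain RUVBL1 and RUVBL2 had negative medians, in lists that left out these ATPases. In the TIP60 acetyltransferase complex 7 of 16 members were called, all richer in the high bin, with 10 such members and 1 of the opposite sign when adjusted over the list alone. Its median of -0.70 lay at percentile 0 of random lists, with ACTL6A at -1.43 ± 0.71, ING3 at -1.37 ± 0.70, EP400 at -1.33 ± 0.13 and the catalytic subunit KAT5 at -1.32 ± 1.34. SRCAP complex members had a median of -0.67 (percentile 0), with 3 of 7 called over all genes and 5 adjusted over the list alone, among them DMAP1 (-1.17 ± 0.43) and YEATS4 (-1.12 ± 0.20). The INO80 complex had a median of -0.11 (percentile 1.37), with 2 of 13 called, ACTL6A and INO80 (-0.89 ± 0.67), and 3 adjusted over the list alone. ACTL6A is shared by these complexes and the BAF remodeller. The R2TP chaperone complex had a positive median of 0.42 (percentile 100), with the prefoldin-like URI1 called at 1.21 ± 0.55 out of 12 members, and 5 adjusted over the list alone. UXT (1.19 ± 0.21), POLR2E (1.07 ± 0.94) and PFDN6 (0.82 ± 0.50) did not pass the test.

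RNA polymerase II had the highest median of the 42 lists. Of its 12 measured subunits 10 were called richer in the low bin over all genes tested and 12 adjusted over the list alone, with a median of 1.75 at percentile 100. POLR2L scored 2.23 ± 0.51 and POLR2I 2.04 ± 1.97 with 3 of 4 guides positive. Mediator, the bridge between activators and polymerase, had 28 of 28 members above 0 and a median of 1.13 (percentile 100), with 11 called and 25 adjusted over the list alone, including MED4 (1.76 ± 0.81), MED6 (1.72 ± 0.61) and MED11 (1.69 ± 0.82). In SAGA 10 of 22 members were called, 15 adjusted over the list alone, with a median of 0.99 (percentile 100) and CCDC101 at 2.24 ± 0.54. The ATAC list had a median of 0.00 (percentile 51.7) and 0 of 9 members called, with 1 negative adjusted over the list alone. ATAC shares the acetyltransferase module with SAGA, but its list did not hold CCDC101, and its member furthest from 0 was DR1 (-0.59 ± 0.06). These values therefore do not speak for the shared module. Among general transcription factors GTF2A2 (2.08 ± 0.47), GTF2B (1.91 ± 0.85) and GTF2A1 (1.80 ± 0.47) were called out of 17, 5 adjusted over the list alone, with a median of 0.26 (percentile 100). No TFIID subunit of 12 was called, 5 were when adjusted over the list alone, and TAF1 (1.23 ± 0.72) and TBP (1.02 ± 0.59) were the highest, with a list median of 0.49 (percentile 100). Elongation factors split, with 2 of 29 called richer in the low and 6 in the high bin (6 and 8 adjusted over the list alone) and a median of -0.00 (percentile 34.8). SUPT6H scored 1.54 ± 0.63, against -1.22 ± 0.43 for RTF1, -1.14 ± 0.82 for CTR9 and -1.0 ± 0.21 for PAF1, subunits of the PAF1 complex. The SAGA, Mediator and p300 lists hold single genes that the study reports as required (TADA2B, MED12 and EP300), so their counts are not independent evidence of a direction.

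**Figure D2:**
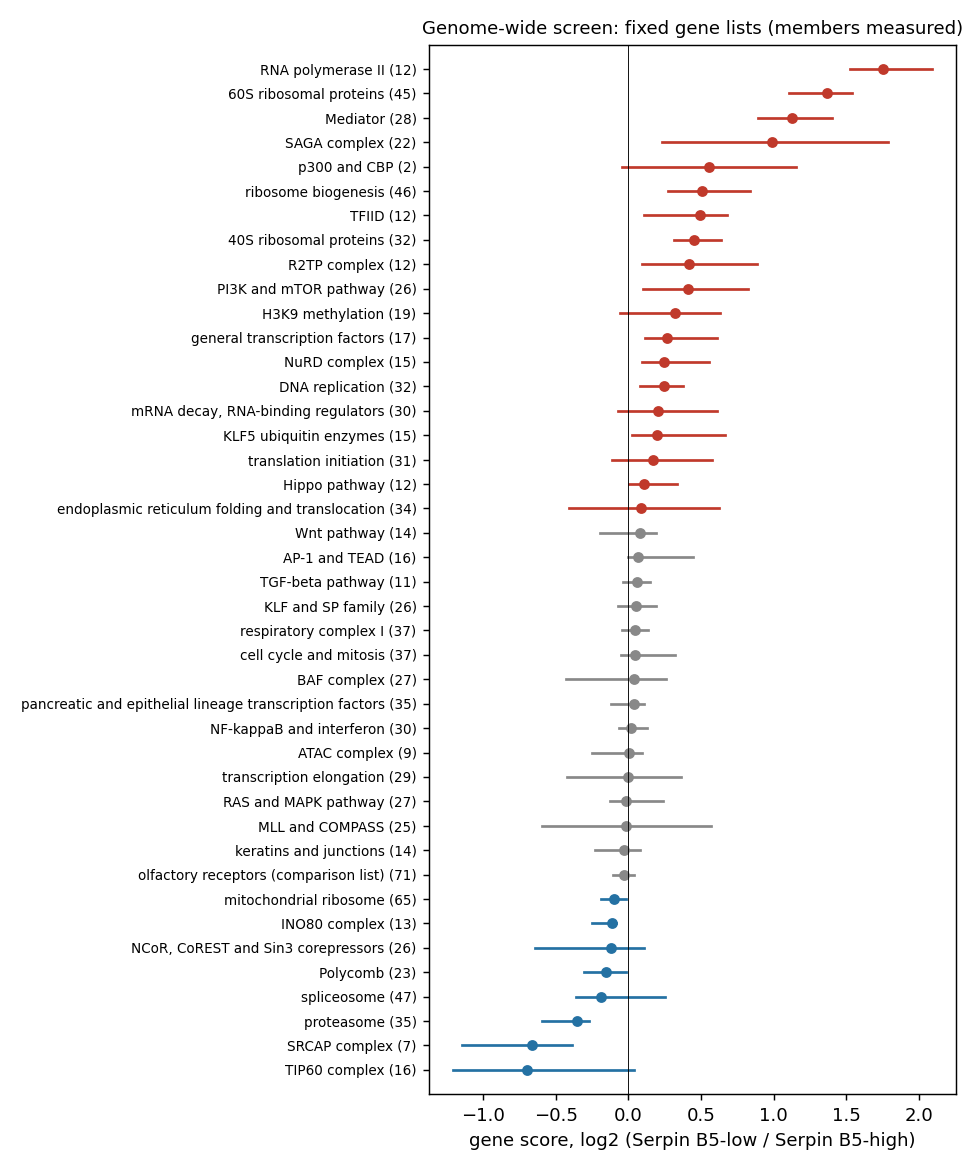
Median gene score (point) and interquartile range (line) of the 42 fixed gene lists in the genome-wide low versus high comparison, on the log2 scale, with the number of members measured in brackets. Red and blue lists lie above and below the central 95% of random lists, from RNA polymerase II at 1.75 to the TIP60 complex at -0.70. In low versus bulk the spliceosome median is 0.11 (percentile 100). The corepressor (0.02, percentile 83.8) and proteasome (0.01, percentile 48.8) medians lie inside the central 95% there.

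Guides against the large ribosomal subunit were richer in the low bin. All 45 members of the 60S list scored above 0, with a median of 1.37 (percentile 100), 25 called and 38 adjusted over the list alone, among them RPL26 (1.82 ± 0.64), RPL37A (1.79 ± 1.16) and RPLP2 (1.75 ± 1.04). Of the 32 proteins of the 40S list, all above 0 with a median of 0.45 (percentile 100), 0 were called and 0 adjusted over the list alone, and RPS9 was the highest at 0.96 ± 0.97. Ribosome biogenesis factors had a median of 0.51 (percentile 100), with 5 of 46 called and 20 adjusted over the list alone, including the GTPases GNL3 (1.85 ± 0.73) and GTPBP4 (1.85 ± 0.46). In translation initiation EIF2S1 (1.80 ± 0.48) and EIF2S3 (1.66 ± 0.23) were called richer in the low and EIF4A1 (-1.03 ± 0.53) in the high bin, with a median of 0.17 over 31 members (percentile 99.99) and 6 and 4 in these directions adjusted over the list alone.

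Chromatin regulators were called in both directions. In the NuRD deacetylase complex CHD4 and GATAD2A (1.36 ± 0.27) were called out of 15, 4 adjusted over the list alone, with a median of 0.25 (percentile 99.99). The H3K9 methyltransferases EHMT2 (1.82 ± 0.32) and EHMT1 (1.33 ± 1.23) were called out of 19 genes of that pathway, with a median of 0.32 (percentile 100) and 6 positive and 1 negative adjusted over the list alone. In the NCoR, CoREST and Sin3 list 7 of 26 were called richer in the high bin, with SIN3A, GPS2 (-1.22 ± 0.36) and the demethylase KDM1A (-1.03 ± 0.51) among them, and 1 in the low bin, TBL1XR1 (1.62 ± 0.62). Adjusted over the list alone these were 8 and 2, and the median was -0.12 (percentile 0.04), but 0.02 (percentile 83.8) in low versus bulk. Among 25 MLL and COMPASS genes 4 were called richer in the high bin, including ASH2L, RBBP5 and KMT2D (-1.54 ± 0.23), and MEN1 in the low bin (1.41 ± 0.40), with 8 in each direction adjusted over the list alone and a median of -0.02 (percentile 31.3). SMARCB1 (-1.13 ± 0.35), SMARCA4 (-0.72 ± 0.25) and ACTL6A were called out of 27 BAF subunits, with 8 negative and 3 positive adjusted over the list alone and a median of 0.04 (percentile 88.6). Polycomb had a median of -0.16 (percentile 0) with 0 of 23 called and 3 negative adjusted over the list alone, and its lowest member was BCOR (-0.67 ± 0.39).

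Of the sequence-specific factors a minority of each list was called. Of 26 KLF and SP genes KLF5 and KLF3 were called, in opposite directions and also when adjusted over the list alone, with a median of 0.05 (percentile 94.0). Lineage factors had a median of 0.04 (percentile 88.1), with 3 of 35 called richer in the low bin, SOX9 (2.04 ± 0.66), TFAP2A (1.96 ± 0.94) and ZBTB7A (1.92 ± 0.61), and 2 in the high bin, one of them the epithelial ETS factor EHF (-1.33 ± 0.38). Adjusted over the list alone these were 5 and 4. JUNB (1.46 ± 0.48) and FOSL1 (1.42 ± 0.52) were called among 16 AP-1 and TEAD genes, 3 adjusted over the list alone, with a median of 0.06 (percentile 86.3). In the RAS and MAPK list the ETS factors ETV5 (-0.95 ± 0.12) and ETV4 (-0.73 ± 0.13) were called out of 27, with 3 negative and 1 positive adjusted over the list alone and a median of -0.02 (percentile 24.8).

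In the PI3K and mTOR list, PDPK1 and PIK3CA (1.42 ± 0.33) were called richer in the low bin and 1 member in the high bin, out of 26 genes with a median of 0.41 (percentile 100) and 13 positive and 1 negative adjusted over the list alone. Enzymes that add ubiquitin to KLF5 or remove it had a median of 0.20 (percentile 99.9), with SIAH1 (2.18 ± 0.59), BAP1 (1.64 ± 0.21) and FBXW7 (1.43 ± 0.57) called out of 15 and 5 positive and 1 negative adjusted over the list alone. No gene was called in the Hippo, TGF-beta, Wnt, or NF-kappaB and interferon lists, of 12, 11, 14 and 30 members. Their medians were 0.11 (percentile 98.2), 0.06 (percentile 84.1), 0.08 (percentile 96.7) and 0.02 (percentile 66.3), and 1, 0, 2 and 0 members were called when adjusted over the list alone. NF2, the Hippo tumour suppressor, came closest at 1.33 ± 0.50 with an adjusted permutation p of 0.0552. Among 14 keratins and junction genes KRT8 alone was called, also when adjusted over the list alone, with a median of -0.03 (percentile 25.3). Its usual partner KRT18 scored 1.00 ± 0.73 and did not pass the test.

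Other housekeeping groups had medians of either sign, and differences between the groups were not tested. The proteasome had a median of -0.35 (percentile 0), with PSMD2 (-0.99 ± 0.34), PSMD12 (-0.96 ± 0.19) and PSMD3 (-0.89 ± 0.48) called out of 35 and 16 negative adjusted over the list alone. The spliceosome had a median of -0.19 (percentile 0), with SRSF7 (-1.30 ± 0.09), DHX15 (-1.21 ± 0.27) and SF3A1 (-0.94 ± 0.56) called out of 47 and 8 negative and 2 positive adjusted over the list alone. In low versus bulk the median was 0.01 (percentile 48.8) for the proteasome and 0.11 (percentile 100) for the spliceosome. The mitochondrial ribosome had a median of -0.10 (percentile 0) and respiratory complex I one of 0.05 (percentile 86.4), with 0 of 65 and 0 of 37 called and 0 adjusted over the list alone in both. In the endoplasmic reticulum HSPA5 (2.20 ± 0.28) and VCP (1.68 ± 0.26) were called richer in the low bin and 4 of 34 members in the high bin, SRP14 (-1.01 ± 0.27) and SRP68 (-0.94 ± 0.39) among them, with a median of 0.09 (percentile 98.9) and 8 in each direction adjusted over the list alone. CDC7 (1.84 ± 1.5) was called out of 32 DNA replication genes with a median of 0.24 (percentile 100), and CDCA8 (1.02 ± 0.77) out of 37 mitotic genes with a median of 0.05 (percentile 77.1), with 1 and 2 adjusted over the list alone. The RNase ZC3H12A (2.20 ± 0.53) and the export factors ALYREF (1.44 ± 1.29) and NXF1 (1.42 ± 1.05) were called richer in the low bin, and 3 of the same 30 RNA regulators, METTL3 (-1.40 ± 0.23) among them, in the high bin, with a median of 0.20 (percentile 100) and 10 and 4 adjusted over the list alone. Olfactory receptors, kept for comparison because epithelial cells do not use them, had a median of -0.03 (percentile 5.36), with 0 of 71 called and 0 adjusted over the list alone.

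Genes near SERPINB5 had small positive scores. The 15 protein-coding neighbours within 1000 kb all scored above 0, between 0.07 and 0.59, with a median of 0.32 (percentile 100), and 0 were called. Chromosomes 13 and 18, which carry KLF5 and SERPINB5, had the highest median scores of 24 chromosomes, 0.12 over 293 genes and 0.11 over 246. This window was chosen after the scores had been seen.

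Low versus bulk and high versus bulk asked at which edge of the distribution a gene acted. Against the bulk bin, SERPINB5 scored 4.95 ± 0.34 in the low and -2.13 ± 1.16 in the high bin, KLF5 2.89 ± 0.25 and -1.81 ± 1.14, and EP300 0.73 ± 0.16 and -1.02 ± 0.47, all called. RUVBL1 was called in the low bin at 0.84 ± 0.21 (adjusted permutation p 0.0169) and not in the high bin at -0.88 ± 0.48 (adjusted permutation p 0.0966), but it was called in 11 of 13 alternatives in the low and in 7 of 13 in the high bin. RUVBL2 passed neither test, with 0.51 ± 0.21 and -0.57 ± 0.27 (adjusted permutation p 0.257 and 0.386). Low versus bulk called 106 genes, 84 positive and 22 negative, and high versus bulk called 254, 169 positive and 85 negative. With pooled counts of the guides high versus bulk called 137 positive and 189 negative, while every other alternative kept more positive calls.

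RNA polymerase II had medians of 0.93 in low versus bulk (9 of 12 called, 12 adjusted over the list alone) and -0.93 in high versus bulk (5 called, 11 adjusted over the list alone). The large ribosomal subunit gave 0.57 and -0.78, Mediator 0.45 and -0.69 and SAGA 0.39 and -0.60, all at percentile 100 and 0. Called in low versus bulk were 7, 3 and 3 of their members, all positive, and in high versus bulk 10, 8 and 10, all negative. Adjusted over the list alone these were 37, 21 and 13 positive, and 36, 25 and 14 negative with 1 positive in SAGA. The TIP60 complex was centred near 0 in the low bin, with a median of -0.03 (percentile 13, 0 of 16 called, 1 positive adjusted over the list alone), and positive in the high bin, with 0.80 (percentile 100, 8 called, 10 positive and 1 negative adjusted over the list alone). KLF3 likewise scored -0.33 ± 0.17 against bulk in the low bin, where it was not called, and 2.43 ± 0.78 in the high bin, where it was. Whether such pairs differ was not tested. Of the genes called positive in the low bin, 33 were called negative in the high bin, and 13 were the reverse, against 0.374 and 0.195 for independent lists. Both overlaps were 0 in 20 simulations with a shared bulk library. These held no effects to be called, so they cannot test the overlap. Across genes, which are not independent replicates, the covariance of both scores was -0.00876 against 0.00105 in the simulations, and the Pearson r was -0.315 against 0.233. The shared bulk library pushed both scores the same way in these simulations, opposite to the observed relation. The number of genes called in low versus bulk ranged from 7 to 1801 over the alternatives.

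KLF5 was the highest of 1439 genes in the TF-focused screen, which asked which transcription factors the readout needed. Its low versus high score was 1.80 ± 1.39 over 6 guides, all positive, with the smallest possible permutation p of 2e-06 (adjusted p 0.00144). POLR2A, the largest polymerase subunit, scored 0.80 ± 0.46 over 8 guides, all positive (adjusted permutation p 0.00576). NFE2L2, which encodes the stress factor NRF2, scored -2.17 ± 1.48 over 5 guides, all negative (adjusted permutation p 0.00144). ZNF800 scored -1.82 ± 1.78 with 3 of 5 guides negative and SOHLH2, a germ cell factor, -1.02 ± 1.20 with 6 of 7 guides negative (adjusted permutation p 0.00791 and 0.0380). These 5 genes were the calls. Over 15 alternatives NFE2L2 was called in 14, with scores from -2.60 to -1.16, ZNF800 in 13, from -2.78 to -0.62, and SOHLH2 in 10, from -1.08 to -0.61. Their highest adjusted permutation p there was 0.165, 0.961 and 0.517, the first 2 with pooled counts of the guides and the last with robust rank aggregation.

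Against the bulk bin KLF5 was the single call, at 1.63 ± 1.34 over 6 guides with 5 positive (adjusted permutation p 0.0115), and also in the second pair of libraries, at 1.62 ± 1.22 with all 6 positive (adjusted permutation p 0.00863). In the high bin KLF5 scored -0.14 ± 0.40 against bulk and was not called. There KLF3 (1.01 ± 0.42 over 6 guides) and NFE2L2 (0.80 ± 0.99 with 4 of 5 guides positive) were called, in a comparison added after the data had been seen. In low versus high, the 7 lists measured in this library stayed inside the central 95% of random lists, with medians of -0.16 for KLF and SP genes (26 members), -0.14 for lineage factors (34 members) and -0.34 for AP-1 and TEAD (14 members, percentile 3.58). KLF5 was the single member of these lists called in low versus high, also when adjusted over the list alone. Without the strongest guide of each gene KLF5 scored 1.37 in low versus bulk, with an adjusted permutation p of 0.0602, and was not called. Over the alternatives that adjusted p lay between 0.000320 and 0.0602.

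The second low and bulk libraries differed from the first by more than counting error, with a chi-square of 21.6 per degree of freedom for the low and 19 for the bulk libraries. Their guide ratios nonetheless had a Pearson r of 0.973 over 8722 guides. The ratios of the pairs differed with an SD of 0.237, while control guides spread with an SD of 0.820 in the first and 0.742 in the second pair. The pairs thus shared much of their guide spread, and the KLF5 call in the second pair is not independent evidence. The SD of control guide ratios was 0.685 in the TF-focused low versus high comparison, over 49 guides, and 0.163 in the genome-wide one, over 994 guides. SD of gene-targeting guides was 0.770 and 0.365.

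KLF5 and POLR2A were the genes called in the same direction in both libraries. In TF-focused low versus high KLF5 was called in 15 of 15 alternatives and POLR2A in 11 of 15, with adjusted permutation p between 0.00191 and 0.140 for POLR2A. POLR2A scored 1.74 ± 0.83 over 4 guides in the genome-wide library (adjusted permutation p 0.00683). Its mean normalized counts there were low, 139 in the low and 39.3 in the high bin, but it was called in 13 of 13 alternatives. In TF-focused low versus bulk POLR2A was not called in either pair (adjusted permutation p 0.0648 and 0.203). Among the 41 genes called genome-wide and measured in both, which were selected by one of the scores compared, 33 had the same sign, with a Pearson r of 0.732 and a Spearman rho of 0.642. The permutation p of r was the smallest possible, 1e-05 (adjusted p 1.5e-05), and that of rho 2e-05 (adjusted p 0.00012). Over all 1432 shared genes r was 0.141 (permutation p 1e-05, adjusted 1.5e-05) and rho 0.0833 (permutation p 0.00179, adjusted 0.00321), with 752 of the same sign, among 6 such relations computed. With low versus bulk scores in both libraries r was 0.0747 (permutation p 0.00516, adjusted 0.00516) and rho 0.0294 (permutation p and adjusted p 0.265), with 722 of 1432 genes of the same sign. Without KLF5 r was 0.102 over all genes and 0.643 over the 40 called ones, a value added after the data had been seen. These are correlations across genes, which are not independent replicates.

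**Figure D3:**
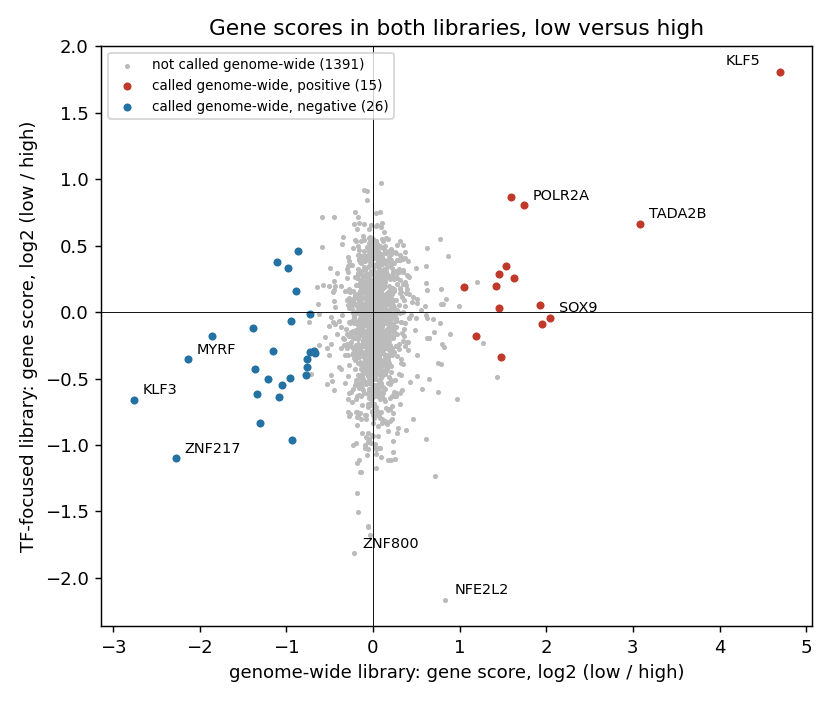
Gene scores in the genome-wide library (horizontal) against the TF-focused library (vertical), log2 of Serpin B5-low over Serpin B5-high, for 1432 genes. Coloured points are the 15 genes called positive and the 26 called negative genome-wide, KLF5 lies at the upper right with 4.70 and 1.80, and NFE2L2 lies apart at 0.84 and -2.17.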

Values the study reported

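The study reported that SERPINB5 and KLF5 ranked #1 and #2 in its genome-wide Serpin B5 screen. About 20% of the cells were sorted into the low bin, 70% into the bulk bin and 10% into the high bin.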

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

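Of the tests in this part, those of rarely counted guides and of few cells per guide were written before their results were seen, and all others, the test of the difference between the libraries included, were chosen afterwards.

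KLF5 and KLF3 were among 14 of 1432 genes whose low versus high score differed between the genome-wide and the TF-focused library, by a permutation of guides within each library. The genome-wide minus the TF-focused score was 2.90 for KLF5 (4.70 against 1.80), 2.42 for TADA2B (3.08 against 0.67), 2.08 for SOX9 (2.04 against -0.04) and 1.87 for ZBTB7A (1.92 against 0.05). It was -2.10 for KLF3 (-2.76 against -0.66), -1.78 for MYRF (-2.14 against -0.35) and -1.68 for TGIF1 (-1.85 against -0.18). The nuclear receptors PPARG and RXRA had differences of -1.26 and -1.33, the epithelial ETS factor ELF3 -1.31, the BAF subunit ARID1B -1.30, the zinc finger protein ZNF281 -1.49 and the forkhead factor FOXO1 -1.05. NFE2L2 had the widest difference, 3.0, with 0.84 ± 0.16 over 4 genome-wide guides, where it was not called, and -2.17 ± 1.48 over 5 TF-focused guides. Of the 14 genes, 7 had the same sign in both libraries. TF-focused scores were smaller, with a slope of 0.199 on the genome-wide scores over the 40 genes called genome-wide without KLF5. The differences were not corrected for this scale, so genes with strong genome-wide scores can be listed for that reason alone.

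Scores of the screens correlated weakly across the 1432 shared genes, with a Pearson r of 0.141. Rare guides were argued against as the whole cause, since among the 715 genes with the more abundant TF-focused guides r without KLF5 was 0.0998 (95% interval -0.0136 to 0.208), below the value required beforehand. Effects in few genes beside guide noise in the rest stay open, since r was 0.643 among the called genes without KLF5 and 0.00867 (95% interval -0.0502 to 0.0653) among the 1391 genes not called genome-wide, but this split was made on one of the correlated scores and would part these values under other explanations too. Guide noise in the TF-focused screen alone stays open: simulations with it gave an r of 0.388 to 0.472 with effects scaled as KLF5 is and of 0.187 to 0.291 scaled as the other called genes are, both above the observed 0.141, but these scales are assumed. The simulations came first, and both the test among genes not called and the rule that simulations alone decide nothing were set after their result, while no biological explanation was tested.

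Control guides spread with an SD of 0.685 in the TF-focused and 0.163 in the genome-wide low versus high comparison. The TF-focused SD was 10.4 times that of Poisson counting (95% interval 8.16 to 12.4). Guides of genes spread 1.12 times as widely as control guides there (95% interval 0.946 to 1.44). The variance of control guides belonging to 1 library alone was estimated at 0.516 for the low, 0.157 for the bulk and -0.0460 for the high library, so that bulk exceeded high by 0.203 (95% interval 0.0686 to 0.338). The SD ratios went against counting noise and loss of cells lacking growth genes, which they were chosen to test. Bulk above high missed the bound written beforehand for few cells per guide as the cause in all bins. These estimates assume that the errors of the libraries are independent, and a true variance cannot be negative, as the high estimate was. The test therefore cannot decide, and few cells per guide stay open. Low above bulk lay in the direction that few cells predict, and the low bin was not tested on its own. The interval of the high part, -0.105 to 0.0133, reached 0. The pattern was first dropped after these values were seen.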

How the results depend on the processing

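The null without called genes and the deposited gene column were chosen after the data had been seen, and the other alternatives before. Of 92 alternative values of the counts of called genes, the correlation and the lists, 56 stayed within 1.5 times the reported count or on the same side of the test, and 36 moved. The causes of these moves were not tested. Size factors, pseudocounts and the stricter count filter moved none of the genome-wide counts by that much, and KLF5 was called in all 14 alternatives of genome-wide low versus high.

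Genome-wide low versus high called 321 genes, against 683 with medians over guides, 715 without the strongest guide, 792 with robust rank aggregation, 791 with a null without called genes and 3264 with a null of control guides. High versus bulk called 254, against 528, 547, 579, 604 and 2783 in that order. Low versus bulk called 106, against 254, 308, 323, 278 and 1801 in that order, 61 without a count filter, 39 with pooled counts and 7 with an unmatched null. TF-focused low versus high called 5, against 3 with medians over guides, 1 with pooled counts, 9 with an unmatched null, 57 with a null of control guides and 2 without the strongest guide. TF-focused low versus bulk called 1, against 3, 4, 6, 76 and 0 in that order and 4 with robust rank aggregation. Its guide models gave 313 genes with edgeR and 308 with DESeq2, where the deposits were treated as replicates, which their labels do not call them. The second pair called 1, against 5 with medians, 2 with pooled counts, 4 with an unmatched null, 61 with a null of control guides and 2 with robust rank aggregation.

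Of 84 alternative list medians 70 were the same, 5 weaker, 6 stronger and 3 reversed, all 3 in low versus bulk: the NCoR, CoREST and Sin3 corepressors (0.02), the spliceosome (0.11) and the proteasome (0.0125). No named gene reversed. In genome-wide low versus high 2209 of 2449 alternative values of named genes were on the same side of the test, 25 weaker and 215 stronger. In the TF-focused low versus high comparison 12 of 75 were weaker. Control guides spread 10.4 times as widely as Poisson counting in that comparison. Depth was not ranked against other limits, since reads are PCR copies.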

Other observations

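In this part the side difference at SERPINB5 was written before its result was seen, and all other tests and the 6 gene lists of the next paragraph were chosen afterwards.

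Further gene groups stood out among the called genes of genome-wide low versus high, and the lists were assembled from those genes, so their counts are circular as evidence. Integrator, which cleaves nascent RNA at polymerase II, had 8 of 14 members called richer in the high bin and a median of -0.88, with INTS12 at -1.45 ± 0.29. The m6A methyltransferase complex had 6 of 8 called and a median of -1.06, with METTL3 at -1.40 ± 0.23 and METTL14 at -1.39 ± 0.43. The CCT chaperonin had 6 of 8 called (median -1.0) with CCT7 at -1.06 ± 0.04, and SUMO conjugation 4 of 10 (median -0.49). Of the neddylation enzymes with CUL3 and KEAP1 5 of 8 were called (median -1.01), UBE2M at -1.57 ± 0.49 and CUL3 at -0.96 ± 0.42 among them. Assembly factors of RNA polymerase II had 5 of 9 called richer in the low bin (median 1.21), with RPAP2 at 1.73 ± 1.22 and GPN1 at 1.61 ± 0.27.

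RUVBL1 and RUVBL2 had positive scores (1.73 and 1.08, the second not called), while all called members of TIP60, SRCAP and INO80 had negative ones. Loss of just any growth gene was argued against, since the 114 spliceosome, proteasome and DNA replication genes, lists picked after their medians were known, had a median of -0.15 (95% interval -0.26 to 0.02; list medians 0.11, 0.0125 and 0.29 in low versus bulk), but the 60S (1.37), 40S (0.45) and ribosome biogenesis (0.51) medians were positive, so loss of some growth genes stays open. Rarely counted guides stay open for the pair. It lay at percentile 99.9 of gene pairs of its abundance class, but the study picked it partly for its scores in this same screen. That percentile therefore cannot decide. For RUVBL2 alone they stay open too, with a permutation p of 0.00457 that was 0.153 when adjusted over all genes. Its 4 guides had raw counts of 613 to 1652 in the low and 318 to 473 in the high bin. All lay above the filter of 30, but these counts do not decide, since reads are PCR copies. Outside this screen, the study reported less Serpin B5 after knockout of RUVBL1 or RUVBL2, by western blot and flow cytometry. Loss of the R2TP chaperone, which helps assemble RNA polymerase II, stays open too: its other members lay at percentile 99.99 in a second draw of random lists and at 100 without POLR2E in a further draw, but 1 of 12 was called, and the core subunits RPAP3 (0.50 ± 0.19) and PIH1D1 (0.04 ± 0.22) were not, with adjusted permutation p of 0.756 and 0.992. Other complexes with these ATPases were not tested as explanations, nor was a role outside all of them. The study found RUVBL1 and RUVBL2 with KLF5 by co-immunoprecipitation, but no components of R2TP or the INO80 family, which includes TIP60 and SRCAP. It proposes that the pair acts on KLF5 outside these complexes. It also stated that subunits of the INO80 family did not score in this screen. Here 7 of 16 TIP60 members were called, all richer in the high bin, opposite to RUVBL1.

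Genes near SERPINB5 had positive scores, 15 of 15 within 1000 kb, and of 17594 windows of 15 neighbouring genes 53 had a median as high. Guides of SERPINB relatives may also cut SERPINB5. The 5 neighbours outside that family lay at percentile 99.3 of random lists. They belong to the window chosen after the scores had been seen, so this value cannot decide. The 18 genes 1000 to 5000 kb away, outside that window, lay at 99.99. That argues against such guides as the whole cause in this region. They stay open for the 10 relatives themselves, whose median minus that of the 5 was -0.0534 (95% interval -0.30 to 0.25). The 3 SERPINB genes elsewhere had a median of 0.03. Loss of the chromosome end beyond a cut cannot be told apart from no such loss at SERPINB5, where genes toward the centromere exceeded those toward the telomere by 0.0604 (95% interval -0.03 to 0.12), nor can deletions of limited length, with 0.14 between near and farther genes (95% interval -0.00 to 0.27), because both intervals reach below 0. At KLF5 the same side difference was 0.12 (95% interval 0.07 to 0.16), in a test written after its value was seen and moved to the whole of chromosome 13 after a first boundary gave another value, so end loss there may contribute as a hypothesis. The near and far test was chosen after the other values had been seen, and no biological explanation was tested.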
